A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

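Genomic DNA from tails of 8 C57BL/6JNrs mice of the non-irradiated family was hybridized by the authors to custom arrays of oligonucleotide probes, together with DNA of 1 reference male, once with the mouse in Cy3 and once with it in Cy5. Per the paper, dams gave their tails when killed after weaning, whereas sires and F1 mice gave theirs at natural death. The dam was thus sampled at another stage of life than the other mice. The deposited files hold 1 array each, 16 in all, written by Agilent Feature Extraction 10.7.1.1 for the assembly mm9. Per the file headers, the processed signals of both channels are in intensity units, background-subtracted, spatially detrended and linearly dye-normalized per array by the authors' scanner software. Median spot and local background signals in the deposited files are in intensity units without any correction. The log ratio column is, per the file headers, the log10 of the Cy5 over the Cy3 processed signal. The other columns read from the deposited files are flags of 0 or 1 for spots not well above background, saturated or outlying. The table of the series holds no values and was not used here.

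Log2 ratios of mouse over reference were computed from the processed signals, averaged over spots of the same probe (10710 probes had 2 spots and 1001 had more), and centred on the median of the 950622 autosomal probes of each array. No loess fit was applied. Probes on X (68), Y (23) and unplaced sequence (36) were kept out of the autosomal results. A filter, used as an alternative, removed probes not well above background, saturated or outlying in either channel; it kept 845477 autosomal probes on all arrays. The median log2 signal per array and the spread of the log2 ratio describe the depth of these arrays, which give no counts.

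A probe was positive in a mouse, by the study's rule, when both arrays passed 0.8 in absolute log2 ratio, or when it and an adjacent probe all passed 0.5 on both arrays. The same direction was required here on both arrays. Runs of positive probes with at most 1 other probe between them made a region, called type S with 1 and type L with at least 2 positive probes. A positive probe of a progeny mouse was classed by whether the sire, the dam, both or neither was positive in the same direction. Probes past 0.8 in opposite directions were counted, and the background of the rule was measured by applying it to crossed pairs of arrays from different mice. The total was set against all 40320 ways to pair the arrays of one dye with those of the other.

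The mean of both arrays of a mouse entered limma 3.58.1 (R 4.3.3), with an intercept over the 6 progeny tested against 0, and with progeny minus the mean of the sire and the dam. P values were adjusted by the Benjamini-Hochberg method over 950622 probes, at 0.05. The first fit sets the litter against 1 animal and leaves out the spread among reference mice. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The arrays were scanned on 4 days, with the parents on the earliest, progeny 1 and 2, progeny 3 and 4, and progeny 5 and 6 on 1 day each, so scan day and parental group coincide in the comparison of progeny with parents; scan day was tried as a random block in both fits.

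The tests, thresholds, samples, alternatives and the rule for named regions were chosen before the data were examined. The rule takes de novo candidates of type L and the 10 largest type S gains and losses, the 15 regions shared by a parent and progeny with most positive probes, and the 10 probes with the largest increase and the 10 with the largest decrease in each limma fit. The text prints a part of these, among them 6 type L candidates and the largest changes of the other kinds, and gives the rest as counts or ranges. The fit of progeny against parents had no probe to name. Chosen after the data had been seen were the crossed pairs, the runs without progeny 1 and 2, without the sire and without the dam, scan day as a block, the probes positive in 1 mouse that passed the filter, and the wide segments. These segments were found by circular binary segmentation, written for this purpose, of the mean log2 ratio in bins of 20 probes, with at least 3 bins, a z of at least 7 and a level of at least 0.03.

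The rule, both fits and the segmentation were tested on simulated data with known changes. The limma fit against the reference recovered 45% of changes of 0.5 and 91% of changes of 1 among 100 each, with 4 false calls. The segmentation recovered 19 of 19 segments at each level tried, with 0 false segments. The levels were 0.04 over 8000 probes, 0.08 over 2600, 0.2 over 400 and -0.1 over 1200. Segments of 60 to 360 probes, such as those called on chromosomes 6, 8, 12 and 14, are shorter and were not simulated. Alternatives were normexp background correction (offset 50, on median signals), the software's log ratio, loess within arrays, a running median along the chromosome, the filter, stricter and looser thresholds, absolute values, other region rules, other models and leaving out each progeny mouse. The files give probe names and positions but no gene symbols, and no annotation on mm9 was at hand. For this reason the planned values for Def8 and Galnt2, for genes changed in other families, for gene lists and for rearranging receptor loci were not analysed here, and no gene is named for a region. The labels give no sex for the progeny.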

Results

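Copy number along the genome was measured by array comparative genomic hybridization (array CGH) in 8 mice of 1 family, a sire, a dam and their 6 progeny. In array CGH, DNA of a mouse and of a reference animal carry different dyes and compete for the same probes, so that the log2 ratio of the dyes follows the ratio of copy numbers. Tail DNA of each mouse was set against DNA of 1 reference male on 2 arrays with the dyes exchanged, which gave 16 arrays. Both arrays of a mouse count as 1 replicate, so that there is 1 sire, 1 dam and 6 progeny mice. The study asked whether chronic irradiation of sires at a low dose rate changes the number of de novo copy number variations (CNVs) in their offspring. This family belongs to the non-irradiated arm, with 0 mGy per day, so it holds no comparison by dose. Each array held 973116 spots. Of these, 966371 were not controls and represented 950622 autosomal, 68 X-linked and 23 Y-linked probes, with a median spacing of 2053 bp. The standard deviation (SD) of the log2 ratio across autosomal probes was between 0.27 and 0.37 per array, with a median of 0.33. All positions are on the mouse assembly mm9, and the number of arrays limits the precision of every value.

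The sex chromosomes served as a known step in copy number against the male reference. X-linked probes were higher by a median log2 ratio of 0.99 in the dam (SD over 68 probes 0.21), and Y-linked probes fell by 2.76 (SD over 23 probes 0.91). Progeny 4, 5 and 6 lay far from the reference in the same directions, with X-linked medians of 0.89, 0.99 and 1.03 and Y-linked medians of -2.49, -2.20 and -2.51. Over the 68 X-linked probes the mean difference of progeny 4 was -0.0734 from the dam (SE over probes 0.0257), -0.0850 from progeny 6 (SE 0.0243) and -0.0415 from progeny 5 (SE 0.0266). These are differences of single mice, with no spread between animals behind them. The sire and progeny 1, 2 and 3 lay near the reference, with X-linked medians of 0.03, 0.03, 0.06 and 0.04 and Y-linked medians of -0.05, 0.07, -0.06 and 0.16. The rule for positive probes, described with the processing, called 59 of the 68 X-linked probes as gains in the dam, and 57, 57 and 59 of them in progeny 4, 5 and 6. It called 22 of the 23 Y-linked probes as losses in the dam, and 22, 22 and 21 of them in these progeny. Under normexp background correction, the dam's X-linked median was 0.52 and its Y-linked median -0.24. The rule then called 18 of the 68 X-linked and 6 of the 23 Y-linked probes in the dam. This correction thus also shrank the known steps of the sex chromosomes. A value near 0 under it therefore does not by itself show that a call was false.

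The family analysis asked which regions that differed from the reference in a progeny mouse also differed in a parent. The largest shared region was a loss of 4 probes on chromosome 3, from 25417435 to 25444229, with mean log2 ratios of -1.44 in the dam and -1.52, -1.44 and -1.59 in progeny 4, 5 and 6. Probe A_67_P06011063 on chromosome 6, from 104241394 to 104241453, was at -3.65 in the dam and at -3.70, -3.61 and -3.50 in the same progeny. Probe A_67_P00760264 on chromosome 3 at 132549431 was at -2.78 in the dam and at -3.02, -2.86 and -2.60 in them, and probe A_67_P01905669 on chromosome 9 at 35857910 was at -2.65, -2.72, -2.68 and -2.60. The same set of 4 mice shared 11 such losses on 7 chromosomes, all with a log2 ratio below -1 in each of the 4 mice. The other 7 losses lay on chromosome 5 at 109220847 and 113756902, on chromosome 7 at 141019208, on chromosome 9 at 4511804, on chromosome 11 at 59716785 and 112961382, and on chromosome 16 at 40851536. Over the 11 losses, the 33 values of progeny 4, 5 and 6 had a median of -1.74 and ranged from -3.70 to -1.24. In the sire and progeny 1, 2 and 3 the same regions lay between -0.49 and 0.37. The 4 mice with these losses were the 4 mice with low Y-linked values.

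**Figure D1:**
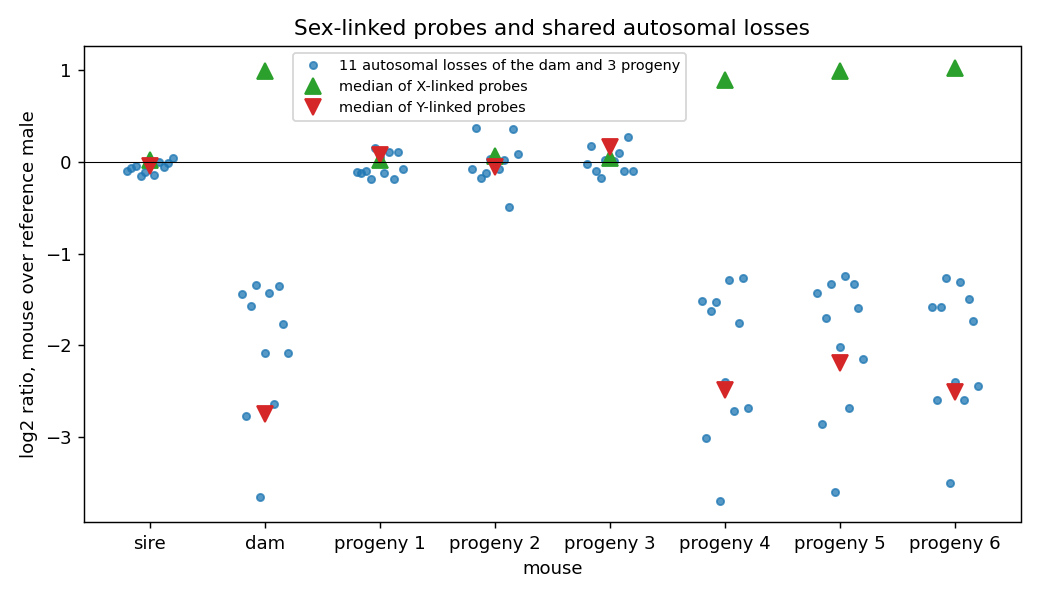
Log2 ratio over the reference male (vertical axis) in each of the 8 mice (horizontal axis). Small points are the 11 autosomal losses shared by the dam and progeny 4, 5 and 6, upward triangles the median of 68 X-linked probes and downward triangles the median of 23 Y-linked probes; the 3 progeny with losses from -3.70 to -1.24 have Y-linked medians from -2.51 to -2.20.

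A single region was positive in all 8 mice. This was a gain at probe A_67_P07959016 on chromosome 13, from 95707465 to 95707524, with log2 ratios from 1.40 in progeny 6 to 2.43 in progeny 3, of 2.16 in the sire and of 1.66 in the dam. The other such regions named by the rule were small and had dimmer probes. The sire shared a gain of at most 2 positive probes on chromosome 2, from 71795066 to 71801189, with progeny 6, with means over the whole region of 0.58 and 1.27. At the positive part of this region the sire was at 1.12, and at -0.0040 under normexp background correction. The dam shared a loss on chromosome 10, from 109049302 to 109065144, with progeny 1, at -0.66 and -0.83, and a loss on chromosome 3, from 140126605 to 140135168, with progeny 4, at -0.78 and -0.74. It also shared a loss on chromosome 4, from 49886550 to 49894516, with progeny 2, at -1.12 and -0.83, and a gain on chromosome 4, from 15234128 to 15235901, with 1 progeny mouse. After merging over mice there were 6738 regions, of which 134 were positive in at least 1 parent and 1 progeny mouse, 5664 in progeny only and 940 in parents only. Of the regions, 6349 were positive in 1 mouse.

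The candidates for de novo change were probes and regions positive in a progeny mouse and in neither parent. They were called without the second, denser array and the quantitative PCR that the study then applied. The candidate with most probes was a gain of 3 probes in progeny 6 on chromosome 8, from 102191828 to 102203013, with a mean log2 ratio of 0.80. There the dam was at 0.47, progeny 5 at 0.50 and progeny 4 at 0.40, below the thresholds, while the sire and progeny 1, 2 and 3 lay between 0.06 and 0.09. The type L candidates, in the study's name for regions with at least 2 positive probes, that came next by absolute log2 ratio were gains of 2 probes in progeny 1 on chromosome 11 (96183680 to 96186508, 1.42), chromosome 14 (80245914 to 80248125, 1.32), chromosome 13 (14044100 to 14045507, 1.30) and chromosome 6 (109880400 to 109882235, 1.21), and in progeny 2 on chromosome 5 (8993575 to 8995103, 1.19). Under normexp background correction these 5 gains lay between -0.0046 and 0.17, and the gain of 3 probes at 0.65. The longest candidate, picked after its values were seen, was a loss of 2 probes in progeny 1 on chromosome 14, from 53994847 to 54058360, at -0.997. By the rule for regions, at most 1 other probe lies between these 2, so the length reflects sparse probes there. Among type S candidates, those with 1 positive probe, the largest gain was at A_67_P07615985 on chromosome 12 at 51375903 in progeny 4, with 2.61. The largest losses were at A_67_P00851356 on chromosome 4 at 37220532, with -2.62, and at A_53_P177226 on chromosome 17 at 69507781, with -2.61, both in progeny 2. The 10 largest type S gains lay between 2.13 and 2.61 and the 10 largest losses between -2.62 and -2.10, and none of these 20 probes passed the filter on dim, saturated or outlier spots.

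In total, 250 type L candidates were found, 169 gains and 81 losses, of which 249 had 2 probes. Progeny 1 to 6 had 50, 48, 26, 26, 5 and 14 type L gains and 21, 20, 19, 9, 9 and 3 type L losses in neither parent. There were 5672 type S candidates, 3158 gains and 2514 losses. Counted by probe, 6358 positive values in the progeny divided into 66 shared with the sire, 108 with the dam, 7 with both and 6177 with neither. The values shared with the dam include 13 probes lost in exactly the 4 mice with low Y-linked values, the dam and progeny 4, 5 and 6. Each of these probes counts in progeny 4, in progeny 5 and in progeny 6. Of the 6177, 5669 were in 1 progeny mouse and 508 in several. The progeny mice shared 10 to 14 positive probes each with the sire and 15 to 23 with the dam, and pairs of progeny shared 11 to 30. Independent calls would give 0.15 to 0.49 with a parent and 0.14 to 1.38 between progeny. That expectation treats all probes alike, whereas positive probes were dim, so the excess does not by itself show shared variants. On probes that passed the filter, progeny 4, 5 and 6 shared 15, 13 and 17 with the dam, and progeny 1, 2 and 3 shared 1 each. With the filter on dim, saturated or outlier spots 680 probe values were in neither parent, and under normexp background correction 22 were.

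Positive autosomal probes were most frequent in progeny 1, with 1671, and in progeny 2, with 1600. Progeny 3 had 1165, progeny 4 had 759, progeny 5 had 652 and progeny 6 had 511, beside 567 in the sire and 542 in the dam. The arrays of progeny 1 and 2 were also among the noisiest, with SDs of the log2 ratio of 0.36 to 0.37, against 0.27 and 0.33 in progeny 6 and 0.31 and 0.32 in the sire. In the dam, with 542 positive probes, the SDs were 0.36 and 0.33. Gains outnumbered losses in progeny 1 (1122 and 549) and progeny 6 (358 and 153), and losses outnumbered gains in progeny 5 (260 gains and 392 losses). The chromosome 11 segment of progeny 4, described further on, held 20 gains and 0 losses. Over all mice, 4107 gains and 3360 losses gave 7467 positive values. Under normexp background correction losses outnumbered gains, with 64 against 21. Most of these losses lay in the dam (15) and in progeny 4, 5 and 6 (16, 13 and 19), the mice with the shared losses. Among progeny values in neither parent under this correction, gains outnumbered losses, with 16 against 6. Of the probes, 6428 were positive in 1 mouse, 352 in 2 and 25 in 3.

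The background of the rule was measured by pairing each mouse's array in 1 dye with the other dye's array of a different mouse. These crossed pairs, which share no test animal, gave a median of 860.5 positive probes (346 to 1611), against a median of 705.5 in the 8 real pairs. Progeny 1 exceeded all 14 of its crossed pairs, whereas 1 of 14 reached the count of progeny 2, 4 that of progeny 3, 9 each those of progeny 4 and progeny 5, 8 that of progeny 6, 10 that of the sire and 12 that of the dam. The total of 7467 was reached by 4119 of the 40320 possible pairings (exact one-sided permutation p = 0.102), with a median total of 7109. On probes that passed the filter, the order of the medians turned, with 89 in the real and 70 in the crossed pairs. There 4 of the 14 crossed pairs reached the count of progeny 1, and the total of 809 was reached by 18090 pairings (exact one-sided permutation p = 0.449). Probes past 0.8 on both arrays in opposite directions, which no copy number change gives, numbered 804 to 3348 per mouse, more than the 482 to 1554 past 0.8 in the same direction. Log2 ratios of the 2 arrays of a mouse correlated negatively, from -0.37 in the dam to -0.07 in progeny 4. Between different mice in the same dye the correlation ran from 0.21 to 0.45. Such correlation raises counts in opposite directions, so their excess does not measure false calls of the rule. Positive probes were dim, with a median log2 signal between 7.48 and 8.01 per mouse against 9.94 to 9.98 for all probes, and with the filter on dim, saturated or outlier spots 809 of the 7467 positive values were left. In simulated changes planted on shuffled real arrays, the rule recovered a median of 56.5% of losses of 1 copy at 1 probe and 91% at 2 probes, but 5.25% of gains of 1 copy at 1 probe and 23% at 2 probes. At the unchanged probes of these shuffled arrays, the rule called 98 to 724 probes positive per mouse. The crossed pairs, which keep each probe in its place, gave 346 to 1611. Counts on shuffled arrays thus do not measure the background of the rule, and the recovery was not split by probe signal.

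**Figure D2:**
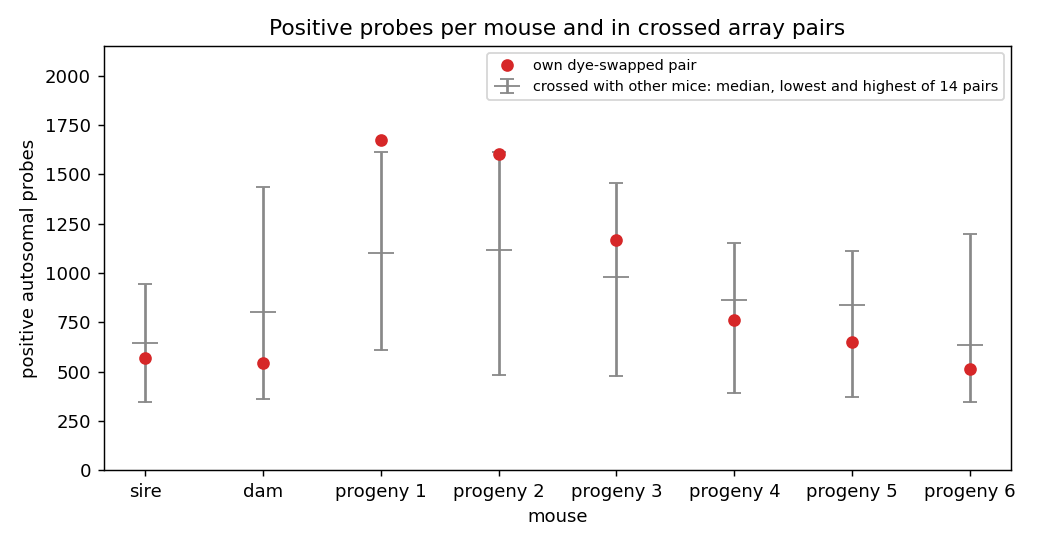
Number of positive autosomal probes (vertical axis) in each mouse (horizontal axis). Points are the mouse's own dye-swapped pair, and bars run from the lowest to the highest of 14 crossed pairs with a tick at their median; progeny 1, with 1671, lies above its bar and the dam, with 542, low within its own.

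The comparison of the progeny with the reference asked at which probes the litter as a whole differed from the reference male. The largest increase was at A_67_P07959016 on chromosome 13, with 2.01 ± 0.12 (moderated SE, n = 6, adjusted p = 0.00662 in limma, higher in 6 of 6 progeny). The moderated SE of limma is drawn toward the spread typical of all probes, as is each SE given with ± below. The SD over the 6 progeny was 0.38 at this probe. The probe was at 1.04 under normexp background correction (adjusted p = 0.0100 in limma) and did not pass the filter on every array. Probe A_67_P08963291 on chromosome 18, from 35428246 to 35428300, was higher by 0.88 ± 0.10 (adjusted p = 0.0185 in limma, 6 of 6 progeny), with 0.81 in the dam and 0.17 in the sire. Probe A_67_P06175929 on chromosome 7, from 49495489 to 49495548, was higher by 0.87 ± 0.07 (adjusted p = 0.0185 in limma, 6 of 6 progeny), with 0.90 in the dam and 1.17 in the sire. The largest decrease was at A_67_P00601249 on chromosome 3 at 25420976, inside the shared loss. This probe was at -1.41 ± 0.35 (SD over the 6 progeny 1.20, adjusted p = 0.0395 in limma, lower in 6 of 6 progeny). Its mean joined values from -2.64 to -2.39 in progeny 4, 5 and 6 with values from -0.33 to -0.30 in progeny 1, 2 and 3. The probe kept its call without progeny 1 (adjusted p = 0.0457 in limma). Without any other single progeny mouse it lost the call (adjusted p from 0.0547 to 0.104 in limma). Probe A_67_P02869121 on chromosome 14, from 65230870 to 65230923, at -0.84 ± 0.21 (adjusted p = 0.0402 in limma, lower in 5 of 6 progeny), divided the progeny in the same way, with -1.50, -1.41 and -1.51 in progeny 4, 5 and 6, -1.32 in the dam and -0.05 in the sire. Under normexp background correction it was at -0.60 and lost its call (adjusted p = 0.0574 in limma). With 1 progeny mouse left out, it kept its call only without progeny 3 (adjusted p = 0.0480 in limma). Without each of the others the adjusted p ranged from 0.0523 to 0.108 in limma.

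The other probes named by the rule were dimmer, except A_67_P02338198 on chromosome 11 at 59716785, at -0.90, which is another of the 11 shared losses and was at -0.59 under normexp background correction. Higher in the progeny were A_53_P134682 on chromosome 5 at 97520485 (1.00) and A_67_P04106269 on chromosome 1 at 56864241 (0.92), which were at -0.0132 and -0.0237 under normexp background correction. Lower were A_67_P04882168 on chromosome 3 at 39963643 (-1.07) and A_67_P03572131 on chromosome 19 at 25388987 (-0.84), which were at -0.0768 and -0.0607 under normexp background correction and lost their calls (adjusted p = 0.0797 and 0.149 in limma). Probe A_67_P03572131 was at -0.12 with the mouse in Cy3 and at -1.56 with it in Cy5. In all, 72620 autosomal probes (7.64%) passed an adjusted p of 0.05 in limma, 39654 higher and 32966 lower. Most differences were small, with a median absolute log2 ratio of 0.27, and 998 probes were higher and 438 lower by more than 0.5. Of the 1436 past 0.5, 271 passed the filter on every array, and 5 of these exceeded 0.8. A called probe was followed by a probe called the same way in 3.96% of cases, against 3.85% without clustering along the chromosome. Leaving out progeny 4 ended all calls (0 probes in limma, 218462 at an unadjusted p under 0.05), although A_67_P07959016 stayed at 1.98 and A_67_P06175929 at 0.86, each with an adjusted p of 0.0589 in limma. All calls also ended on leaving out progeny 1 and 2 together (0 and 198572). The other single progeny mice left out gave 4856 calls without progeny 2 to 38012 without progeny 5.

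The comparison of the progeny with their parents cancels the reference. In this test the losses on chromosomes 3, 6 and 9, present in the dam and in 3 of the 6 progeny, and the gain on chromosome 13, present in all mice, were not among the calls, since there were none. No autosomal probe passed an adjusted p of 0.05 in limma (0 of 950622, with 62020 at an unadjusted p under 0.05), and the smallest adjusted p was 0.45. Without the dam, which left the sire as the only parent, 19 probes passed, 2 higher and 17 lower in the progeny. On simulated values with the same design, 41% of changes of 1 and 0% of changes of 0.5 on the log2 scale were recovered.

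Wide segments of small but uniform change were looked for after the data had been seen. In progeny 4 the mean log2 ratio was higher by 0.19 over 24.7 Mb of chromosome 11, from 11756308 to 36411908 (8620 probes, SE over probes 0.0023). It was higher by 0.08 on chromosome 3, from 90858085 to 106033231 (15.2 Mb, 5880 probes), by 0.23 on chromosome 14, from 26674578 to 27120884 (80 probes), and by 0.04 along the whole of chromosome 15 (39060 probes). It was lower, at -0.08, at the distal end of chromosome 4, from 149943472 to 155546594 (2620 probes), at -0.09 on chromosome 6, from 68512949 to 70631209 (360 probes), and at -0.11 on chromosome 12, from 114497463 to 115655955 (320 probes). In the other 7 mice the means lay between -0.0043 and 0.0067 on chromosome 11. Under normexp background correction the levels of progeny 4 on chromosomes 4, 6 and 12 were -0.0515, -0.0553 and -0.0655. Progeny 2 came nearest to progeny 4 on chromosomes 6 and 12, with -0.05 and -0.03. A segment of 60 probes on chromosome 8, from 102099810 to 102265872, which contains the gain of progeny 6, was called at 0.19 in the dam, 0.22 in progeny 5 and 0.20 in progeny 6. Progeny 4 was at 0.17 there, uncalled, and the sire and progeny 1, 2 and 3 lay between -0.03 and 0.04. The sire and progeny 1, 2 and 3 had 0 segments, and the difference between the dyes gave 0 segments in each of the 8 mice.

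**Figure D3:**
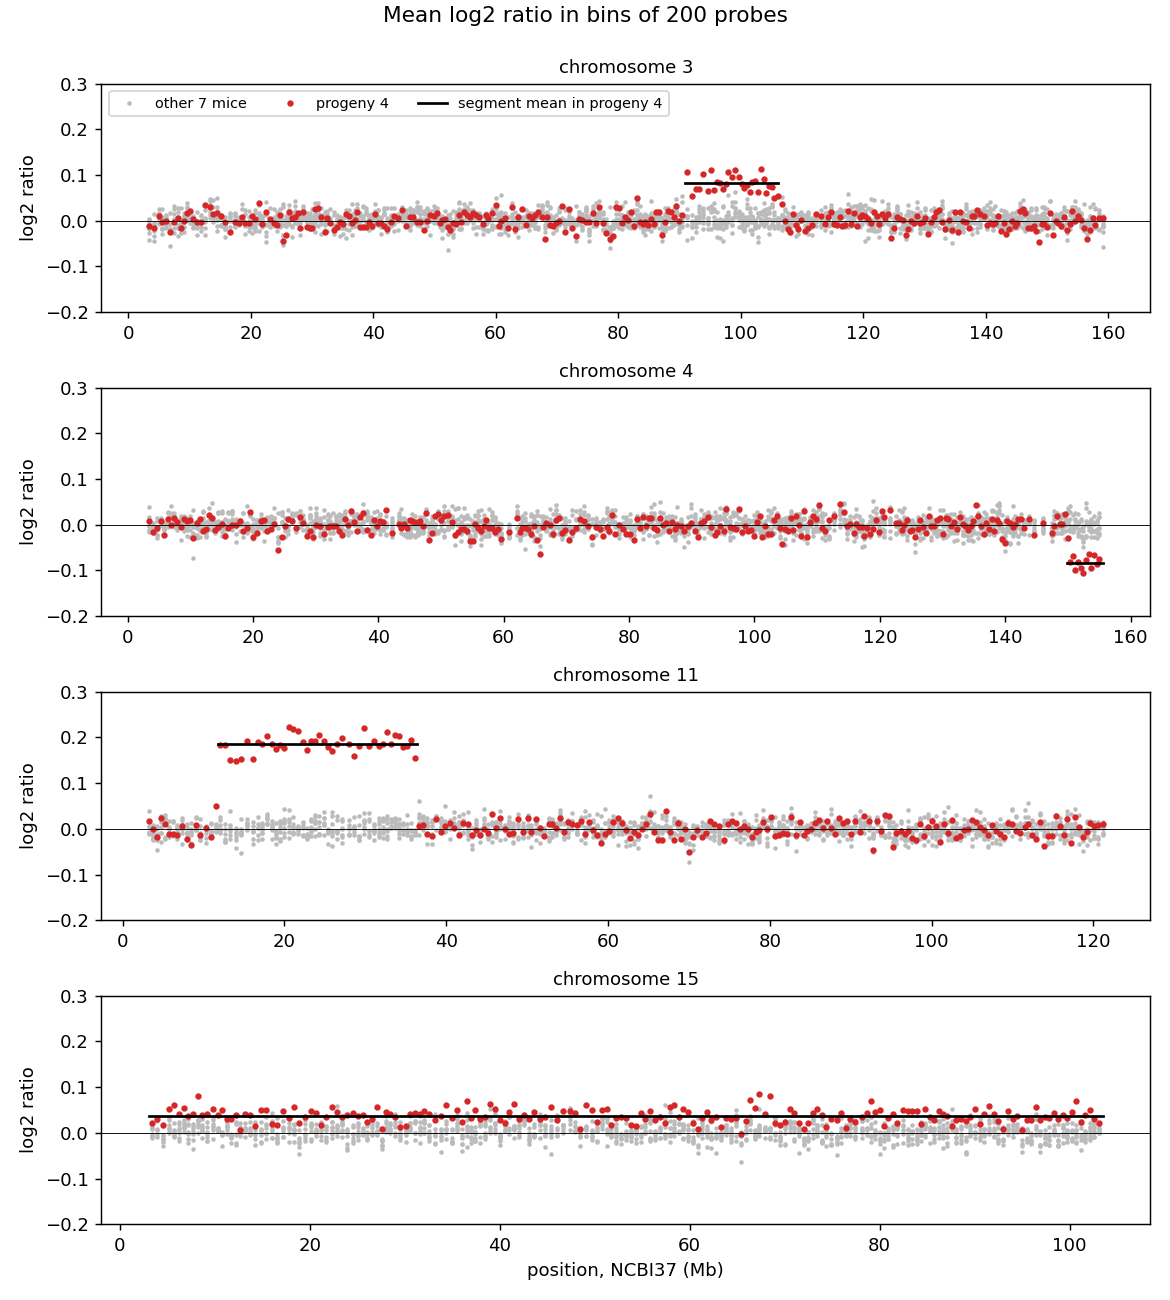
Mean log2 ratio in bins of 200 probes (vertical axis) along chromosomes 3, 4, 11 and 15 (horizontal axis, position in Mb), with progeny 4 as large points, the other 7 mice as small grey points and the segment means of progeny 4 as lines. The lines stand at 0.08, -0.08, 0.19 and 0.04.

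**Figure D4:**
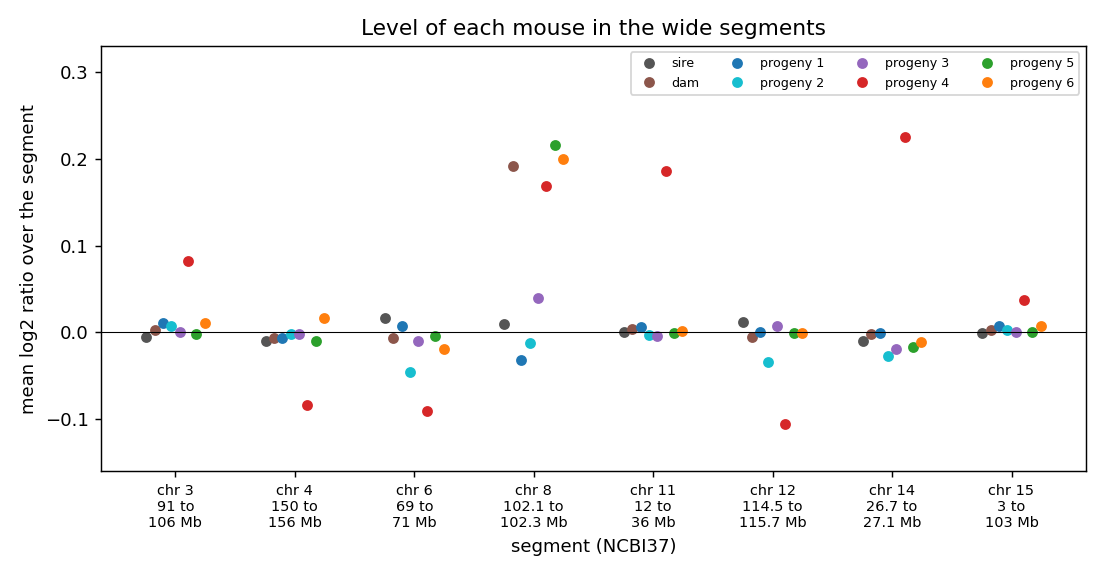
Mean log2 ratio (vertical axis) of each of the 8 mice over each wide segment (horizontal axis). Progeny 4 stands apart on chromosomes 3, 4, 11, 12, 14 and 15, on chromosome 6 progeny 4 is at -0.09 and progeny 2 at -0.05, and on chromosome 8 the dam and progeny 4, 5 and 6 lie between 0.17 and 0.22.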

Values the study reported

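The study described a first array of autosomal probes at a spacing of about 2 kb, and called a probe positive past a log2 ratio of 0.8 on both arrays, or past 0.5 at adjacent probes. After a second, denser array and quantitative PCR, it reported 11 deletions and 3 duplications arising de novo in its non-irradiated group. De novo deletions were reported in 7.1% of the non-irradiated F1 mice (11 out of 156), and type L deletions in 5.1% (8 out of 156). The deletions and duplications count variants, without those of mice that carried 4 or more, whereas the percentages count mice, and all were taken after the later screening steps over the families of the group.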

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

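The search for wide segments, the choice of probes positive in 1 mouse that passed the filter and the tests of explanations in this part were chosen only after the results were seen. Each of 85 results was examined for a progeny mouse far from the other 5, by Dixon's ratio of the gap to the whole range. Of these, 17 passed its critical value, where 4.25 would by chance, since chance flags about 1 in 20 groups. Most of them were regions picked because 1 mouse was positive there (15 of 35), and of the 50 results not picked that way 2 passed, against 2.5 by chance.

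Progeny 4 stood apart in the number of wide segments, with 7 against 0 to 1 in the other progeny. It also stood apart in the level of 6 of them, at 0.082 on chromosome 3, -0.084 on chromosome 4, 0.19 on chromosome 11, -0.11 on chromosome 12, 0.23 on chromosome 14 and 0.037 on chromosome 15. The same mouse was at 1.08 at probe A_53_P142487 on chromosome 8, from 125951601 to 125951650, where the other progeny lay between -0.15 and 0.14. Progeny 2 was at 1.89 at A_67_P04103326 on chromosome 1, where the others ranged from 0.38 to 0.93. Among candidates, progeny 1 was far from the others at 1.42 for the type L gain beginning at A_67_P07452649, at 2.15 for A_67_P07619036 and at 2.14 for A_67_P07126837. Progeny 2 was far from them at 2.22 for A_67_P08981227, 2.19 for A_53_P158829, -2.62 for A_67_P00851356 and -2.27 for A_67_P04646340, and progeny 6 at 2.21 for A_67_P06214495.

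The 7 wide segments of progeny 4 were weighed against 3 explanations. An effect of the shared scan day is argued against by progeny 3, scanned on the same day, whose level reached at most 0.111 of that of progeny 4 in any segment. A wave along the chromosomes in 1 DNA preparation stays open, since the SD of 200-probe bins outside the segments, 0.0167 in progeny 4 and 0.0197 in progeny 2, leaves out the segments and follows the noise per probe. A candidate explanation is a gain or loss in a share of the cells of the tail. The levels lie below the step of 1 copy (0.58 for a gain). The proximal and distal parts of the chromosome 11 segment differed by -0.0021 (SE 0.0046). Segmentation would have split parts that differ by a z of at least 7, so this likeness is in part built in. It does not set a share of cells apart from the other explanations. If 1 extra copy were present, a share of 27.5% of cells would give the level on chromosome 11 and 5.17% that on chromosome 15, but this is a hypothesis formed and tested on the same data.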

How the results depend on the processing

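Added after the results were seen were the crossed pairs, scan day as a block, the runs without progeny 1 and 2, the sire or the dam, and all values for wide segments. Across all settings 562 alternative values kept their direction and size or call, 210 moved, 97 lost their call and 8 changed sign. Under the software's log ratio, loess and the running median, the totals of positive probes, of those in neither parent and of type L regions stayed within 1.5 times. For positive probes (7467), those in neither parent (6177) and type L regions (281), normexp background correction gave 85, 22 and 6, the filter on dim, saturated or outlier spots 809, 680 and 72, thresholds of 1.0 and 0.6 gave 2546, 2086 and 52, thresholds of 0.6 and 0.4 gave 28272, 23661 and 1434, and absolute values 33990, 23501 and 2750. Without progeny 1 and 2, 4196 were positive and 2960 in neither parent, by construction fewer. Parents held within 0.3 of 0 left 2258 in neither parent, differences to each parent gave 3308, and a 5-probe moving mean gave 611 type L regions. Of the progeny fit against the reference (72620 calls), a mouse block with a dye term gave 111827, Cy3 arrays alone 135499 and Cy5 arrays alone 235058; leaving out 1 progeny mouse gave 0 to 38012 and leaving out progeny 1 and 2 gave 0 (limma; 198572 unadjusted). All 20 named probes lost their call without progeny 4, whose omission gave the 0 calls (218462 unadjusted; smallest adjusted p 0.0589), and kept it with scan day as a block, which gave 92104 calls. The fit of progeny against parents gave 0 calls in limma (62020 unadjusted) and 0 to 19 when 1 mouse was left out, the 19 without the dam, where the lone sire is assumed to vary like the progeny; scan day as a block gave 0 (74157 unadjusted). Normexp background correction lowered the X-linked median of the dam to 0.52 and the median SD of the arrays to 0.21. The Y-linked median of the dam moved from -2.76 to -0.24, so known steps shrank as well. It turned the sign of A_53_P134682 (-0.0132), A_67_P04106269 (-0.0237), A_67_P02588050 (-0.0202), A_67_P00700935 (-0.0103) and A_67_P05997825 (-0.0240) in the progeny fit, of the regions beginning at A_67_P00400908 in the sire (-0.0040), A_53_P155903 in progeny 2 (-0.0180) and A_67_P06022884 in progeny 1 (-0.0046). Stricter rules and filters leave fewer probes by construction; for the other changes the cause was not tested. No paired analysis was possible because all progeny have the same sire and dam. Not run were the series table's values, which are empty, and every alternative for Def8 and Galnt2, gene lists, genes changed in other families and receptor loci. Signal over background limits these arrays, since positive probes were dim.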

Other observations

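The tests of explanations in this part were chosen only after the results were seen. Apart from the comparisons, some probes that passed the filter were positive in 1 mouse alone, with the other 7 mice within 0.3 of 0. There were 27 of them each in progeny 1 and 2, 11 in progeny 3, 13 in progeny 4, 3 each in progeny 5, progeny 6 and the sire, and 4 in the dam. The highest of progeny 4 was the gain at A_53_P142487 on chromosome 8, at 0.89 with the mouse in Cy3 and 1.28 in Cy5, with a log2 signal of 11.06. The study lists a small duplication on chromosome 8 in this mouse on another assembly, and whether this probe lies in it was not settled here. Next were gains at A_67_P08437769 on chromosome 15 (0.94) and A_67_P04055717 on chromosome 1 (0.92), and the lowest were losses at A_67_P08718761 on chromosome 17 (-0.93) and A_67_P08040307 on chromosome 14 (-0.87). Immunoglobulin kappa and heavy chain genes are known to lie on mouse chromosomes 6 and 12, and whether the lowered segments of progeny 4 there overlap them was not analysed here.

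The 11 losses shared by the dam and progeny 4, 5 and 6 were weighed against 2 explanations. Autosomal deletions of 1 copy passed on by the dam are argued against, since progeny with an intact copy from the sire would stay at or above -1 and their median was -1.74. Probes that also read Y-linked sequence may account for these losses. Among the 70 sets of 4 mice, the set with low Y-linked values lost 13 probes together and the highest other set 0, but the hypothesis was formed on the same data and probe sequences were not searched. No biological explanation tied to the groups was tested.

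The gain of progeny 6 on chromosome 8 was weighed against 3 explanations. The dam's mean over the surrounding 60 probes was 0.19 (SE 0.034), but this segment was called in the dam too, so a raised mean there was built in. At the 3 probes picked in progeny 6, the dam was at 0.47, progeny 4 at 0.40 and progeny 5 at 0.50. The sire and progeny 1, 2 and 3 lay between 0.06 and 0.09 there. These values at the 3 probes argue against a gain that arose in progeny 6. A duplication passed on by the dam remains possible only for part of the segment, as the lowest level among the dam and progeny 4, 5 and 6 was 0.17, far below the 0.58 that 1 extra copy over all 60 probes would give. Open as well are probes that also read X-linked sequence, as the highest level of the other mice was 0.039. These last explanations cannot be told apart, because the 3 progeny with the gain are also the 3 with high X-linked values.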
